# Krüppel-Like Factor 12 Promotes Colorectal Cancer Growth through Early Growth Response Protein 1

**DOI:** 10.1371/journal.pone.0159899

**Published:** 2016-07-21

**Authors:** Sun-Hee Kim, Yun-Yong Park, Sung-Nam Cho, Ofer Margalit, Dingzhi Wang, Raymond N. DuBois

## Abstract

Krüppel-like factor 12 (KLF12) is a transcription factor that plays a role in normal kidney development and repression of decidualization. KLF12 is frequently elevated in esophageal adenocarcinoma and has been reported to promote gastric cancer progression. Here, we examined the role of KLF12 in colorectal cancer (CRC). Indeed, KLF12 promotes tumor growth by directly activating early growth response protein 1 (EGR1). The levels of KLF12 and EGR1 correlate synergistically with a poor prognosis. These results indicate that KLF12 likely plays an important role in CRC and could serve as a potential prognostic marker and therapeutic target.

## Introduction

Colorectal cancer (CRC) is the third-leading cause of cancer deaths and the third most common cancer in the US [1]. The development of CRC depends on a series of genetic mutations and epigenetic alterations that result in progressive changes in gene expression. These changes control tumor initiation and progression. Transcription factors that regulate gene expression and certain signaling pathways during carcinogenesis are potential therapeutic targets [2], although technical difficulties usually preclude targeting them directly [3,4].

The Krüppel-like factor (KLF) family represents transcription factors that play diverse biological roles in cell differentiation, proliferation, and apoptosis by regulating specific target genes [5–7]. To date, 17 members of the KLF family have been identified in mammalian cells [8,9]. Several members of KLF family have been implicated to act as either tumor-suppressors or oncogenes in various human cancers, including CRC [8,10,11]. For example, KLF12 expression was elevated in around 40% of poorly differentiated gastric cancers (GCs) and its levels correlated with tumor size [12]. In addition, KLF12 promoted gastric cancer (GC) cell proliferation and invasion *in vitro* [12]. Recently, genome-wide analysis showed that KLF12 amplification was found in about 40% of esophageal adenocarcinoma (EAC) cases [13] and in 45% of salivary tumors [14]. However, the role of KLF12 in CRC has not been carefully addressed.

EGR1 is a key transcription factor that is involved in carcinogenesis. EGR1 has been shown to accelerate tumor growth and progression by mainly inducing cell proliferation, angiogenesis, and invasion in gastric, ovarian, prostate, and liver cancers [15–20]. On the other hand, EGR1 also exhibits a tumor suppressor function by mainly inducing tumor cell apoptosis in other types of cancers [21–25]. In CRC, EGR1 is elevated in tumors when compared to matched normal tissues [26,27] and enhances tumor cell proliferation [27–29]. However, other studies showed that activation of EGR1 induced tumor cell apoptosis [30–32]. Therefore, all of the roles of EGR1 in CRC are still not clear and may be context specific.

In this study, we show for the first time that KLF12 promotes CRC cell growth, at least in part by directly activating EGR1. Importantly, we show that KLF12 and EGR1 levels synergistically correlate with poor prognosis in CRC.

## Materials and Methods

### Cells, antibodies, and reagents

LS174T, HCT116, HT-29, SW620, LOVO and SW480 cells were purchased from the American Type Culture Collection (ATCC). Cells were maintained in McCoy 5A medium containing 10% fetal bovine serum (FBS) in a 5% CO_2_ atmosphere. Antibody to KLF12 was purchased from Santa Cruz Biotechnology (Santa Cruz, CA). Antibody to EGR1 was purchased from Cell Signaling Technology (Danvers, MA). Antibody to ACTB (*β*-actin) used to examine control protein levels were obtained from Sigma-Aldrich (St. Louis, MO). siGENOME SMARTpool siRNAs targeting EGR1 was purchased from Dharmacon, Inc. (Chicago, IL). shRNA vectors targeting KLF12 and control non-silencing vector (shCon); and KLF12 cDNA (KLF12/pLOC) and pLOC empty vector were purchased from Open Biosystems (Huntsville, AL). Lentivirus packaging vectors pMD2.G and psPAX2 were purchased from Addgene (Cambridge, MA).

### Microarray

Total RNA was extracted from cells by using a mirVana RNA isolation labeling kit (Ambion). We used 500ng of total RNA for labeling and hybridization, according to the manufacturer’s protocols (Illumina). After the bead chips were scanned with a BeadArray Reader (Illumina), the microarray data were normalized using the quantile normalization method in the Linear Models for Microarray Data (LIMMA) package in the R language environment. The expression level of each gene was log2-transformed before further analysis.

### Gene expression data of colon cancer patients

Microarray data from Moffit Cancer Center (Moffit cohort, n = 177) and Vanderbilt Medical Center (VMC) cohort (n = 55) were downloaded from GEO. Kaplan-Meier plots and log-rank test were used to estimate patient prognosis.

### Establishment of stable cell lines

pGIPZ-shKLF12, pGIPZ-shCon, KLF12/pLOC, and pLOC along with package vectors psPAX2 and pMD2.G were transfected into 293T cells in 60-mm dishes using Lipofectamine reagent (Invitrogen) according to the manufacturer's protocol. Culture medium containing virus particles was collected 48 h later and was added to target cells. Cells infected were sorted by green fluorescent protein (GFP) positivity to eliminate uninfected cells.

### DNA constructs

The EGR1 promoter (-1260 to +35) linked to the luciferase gene reporter construct was graciously provided by Dr. Eling [33]. The EGR1 promoter mutant was prepared with the QuikChange II XL Site-Directed Mutagenesis Kit (Agilent Technologies). The following primers were designed to generate the EGR1 promoter mutant: forward 5’- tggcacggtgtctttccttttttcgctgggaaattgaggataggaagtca-3’ and reverse 5’- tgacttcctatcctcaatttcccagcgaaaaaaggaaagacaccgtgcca -3’

### Luciferase assay

For dual luciferase reporter assays, cells were transfected with the firefly luciferase reporter constructs and the control renilla luciferase reporter pRL-CMV using Lipofectamine™ (Invitrogen). After treatment, cells were lysed with cell lysis buffer provided by the dual-luciferase reporter assay kit (Promega, Madison, WI). Luciferase activity was then measured according to the manufacture’s instruction.

### Cell viability assay

Ninety-six-well plates were seeded with 5,000 cells/well and cells were incubated in serum-free medium for 4 d. Cell viability was determined using PrestoBlue Cell Viability Reagent (Invitrogen).

### Western blotting

Western blot analysis was performed as previously described [34]. Total proteins were separated by loading 20μg of total cell lysate on a denaturing 10% SDS-polyacrylamide gel and transferred to a nitrocellulose membrane. Membranes were blocked with 5% non-fat dry milk and incubated with primary antibodies that recognize KLF12, EGR1, and Actin. Secondary antibody conjugated to horseradish peroxidase (Vector Laboratories Inc, Burlingame, CA) was used at 1:2,000 to detect primary antibodies and enzymatic signals were visualized by chemiluminescence. Three independent experiments were performed for all Western blotting assays.

### Real time-quantitative PCR (RT-qPCR)

Total RNA was isolated by using TRIzol (Invitrogen). cDNA was synthesized from 2 μg of total RNA by using High-Capacity cDNA Reverse Transcription Kits (Applied Biosystems, Foster City, CA) and mixed with TaqMan^®^ Gene Expression Assay Mix for KLF12 and EGR1, sterile water and TaqMan^®^ Fast Universal PCR Master Mix (Applied Biosystems). Real-time PCR was carried out using 7900 HT Fast system (Applied Biosystems) and expression of target genes mRNA relative to mRNA of beta-actin was calculated.

### Chromatin immunoprecipitation

Chromatin immunoprecipitation (ChIP) was performed using SimpleChIP Plus Enzymatic Chromatin IP Kit (Cell Signaling Technology). Briefly, cells were treated with 1% formaldehyde for 10 min at room temperature to crosslink proteins to DNA, which was then quenched by adding glycine to 0.125 M for 5 min at room temperature. Crosslinked chromatins were digested with 250 units of Micrococcal Nuclease per IP to reduce the DNA length to 150–900 base pairs. One μg of antibody was used to immunoprecipitate the crosslinked DNA per IP. After being reverse crosslinked, the DNA was purified and eluted into 50 μl of elution buffer. The amount of immunoprecipitated DNA residing in the *EGR1* promoter region was measured by Q-PCR with primers targeting *EGR1* promoter. The primers used for Q-PCR were forward 5′- cgtgacttcctatcctcaat-3′ and reverse 5′-gggcctcgatctatggcacg-3′ (site1) and forward 5′- agacctgcgggaatcgttct-3′ and reverse 5′-caaggcgagggggagaagga-3′ (site2).

### Immunohistochemistry

Human colorectal carcinoma specimens were obtained from Tissue Procurement and Banking Facility (TPBF) at The University of Texas MD Anderson Cancer Center. Paraffin-embedded specimens were treated with xylene and ethanol to remove the paraffin. The slides were immersed in Borg decloaker solution (Biocare Medical, Inc.) and boiled in a pressure cooker at 125°C for 5 min for antigen retrieval. Endogenous peroxidase activity was blocked by incubating in 3% H_2_O_2_ containing PBS solution for 10 min. The slides were blocked with 5% normal goat serum and incubated with anti-KLF12 and EGR1 antibodies at 4°C overnight. After washing with PBS, the slides were incubated with Goat anti-Rabbit HRP (Vector Laboratories). After washing, the slides were developed with DAB reagent (Vector Laboratories) followed by counterstaining with Hematoxylin.

### Animal experiments

All mice were housed and treated in accordance with protocols approved by the Institutional Animal Care and Use Committee at The University of Texas M.D. Anderson Cancer Center (IACUC Protocol No: 050706632). KLF12/LS-174T, EGR1/LS174T, GFP/LS-174T, shCTL/HCT116, shKLF12-1/HCT116, or shKLF12-2/HCT116 cells were injected into the cecal wall of athymic *nu/nu* mice. After 5 weeks post-injection mice were euthanized using CO_2_ asphyxiation. Cecal tumor weight was measured.

### Statistical analysis

Statistical significance was determined using Student's *t* test, or two-way ANOVA, where applicable. *P* < 0.05 was considered statistically significant.

## Results

### KLF12 promotes CRC growth *in vitro* and *in vivo*

We first examined the levels of KLF12 in 7 human CRC cell lines and found that KLF12 was expressed in 6 of the 7 lines but not in LS-174T cells (Fig 1A). To examine the role of KLF12 in CRC cells, KLF12 was overexpressed in LS174T cells and knocked down in HCT116 and HT-29 cells. Overexpression of KLF12 led to increased cell number, whereas, knockdown of KLF12 reduced cell numbers (Fig 1B and 1C and S1A Fig). These results suggest that KLF12 enhances CRC cell proliferation and/or survival. Moreover, knockdown of KLF12 in HCT-116 cells resulted in induction of pro-apoptotic proteins such as BAX, BAK, and cleaved caspase-3 (S1B Fig), suggesting that KLF12 promotes cell survival. Furthermore, KLF12 overexpressing LS174T cells developed larger cecal tumors than vector control cells (Fig 1D), whereas KLF12 knockdown HCT116 cells formed smaller cecal tumors when compared to vector control cells (Fig 1E) in an orthotopic mouse model of CRC. Taken together, these results indicate that KLF12 promotes CRC growth.

**Fig 1:**
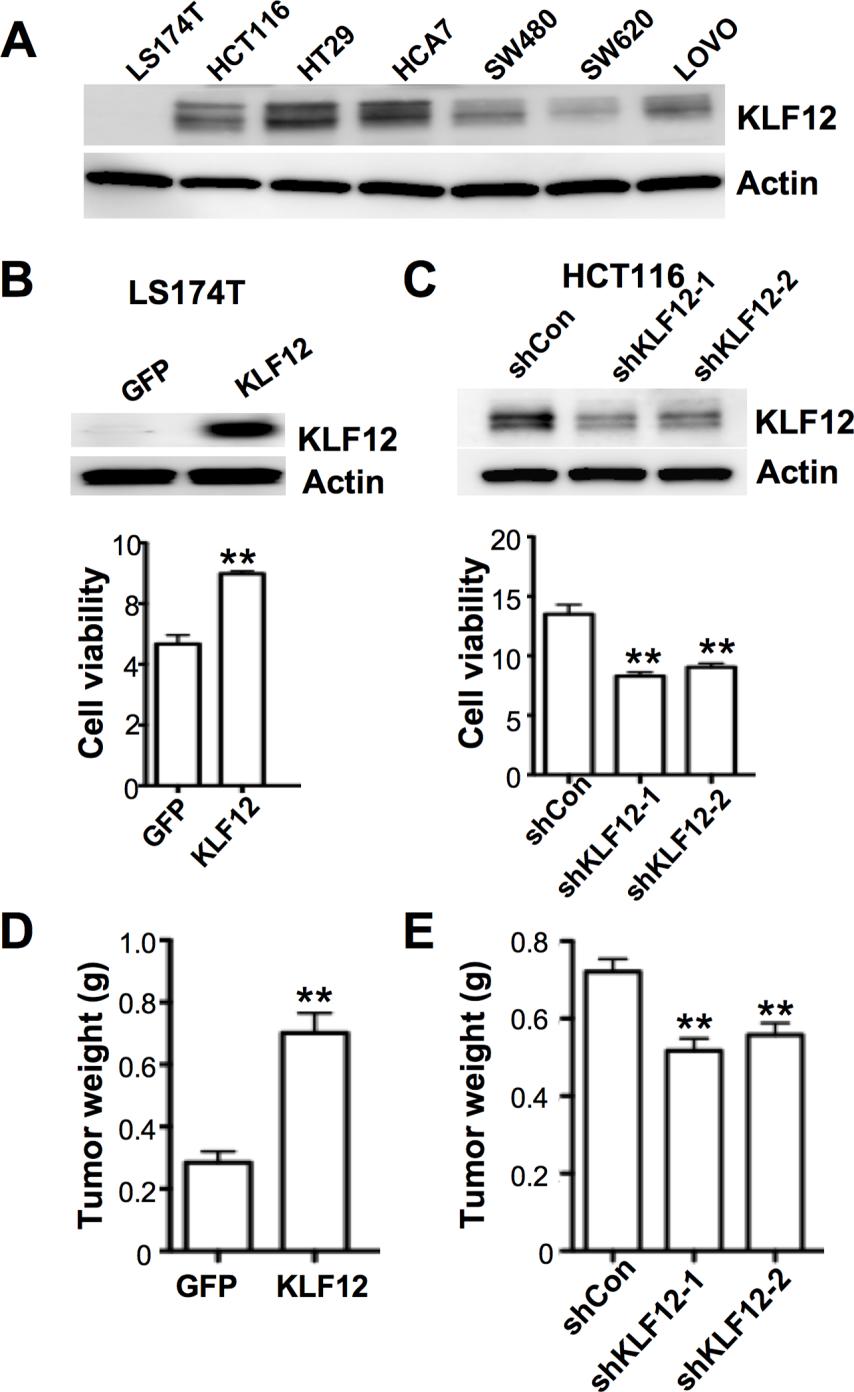
KLF12 promotes tumor growth *in vitro* and *in vivo*. (A) KLF12 protein levels in CRC cell lines. Actin served as a loading control. (B) KLF12 expression (top) and cell viability (bottom) of LS174T cells stably transfected with either GFP or KLF12. Actin served as a loading control. C. KLF12 expression (top) and cell viability (bottom) of HCT116 cells stably transfected with either a vector containing nonsilencing control shRNA (shCon) or one of two KLF12 shRNAs (shKLF12-1 and shKLF12-2). Actin served as a loading control. D. Tumor weight in mice orthotopically injected with either LS174T/GFP or LS174T/KLF12 cells (n = 8 for each group). E. Tumor weight in mice orthotopically injected with either HCT116/shCon, HCT116/shKLF12-1, or HCT116/shKLF12-2 cells (n = 9 for each group).

### EGR1 is a direct target of KLF12

Little is known about which KLF12 target genes are involved in the regulation of CRC growth. 

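LS174T cells, a human colorectal cancer cell line, were infected with lentivirus carrying either KLF12 cDNA or the control vector that expresses GFP, and infected cells were sorted for GFP. Total RNA, 500 ng per array, was labeled and hybridized to Illumina bead chips, with 3 control arrays and 3 KLF12 overexpression arrays. Neither the labels nor the paper's text say whether the 3 arrays of a group came from separate cultures, so p-values measure only the spread between these arrays. No repeat of the infection is described either. A difference between the control and KLF12 cells that arose in infection or sorting therefore cannot be told apart from an effect of KLF12. Probes with a signal above the negative control beads (detection p under 0.05) numbered 20312, 19506 and 20563 on the control arrays and 20727, 20648 and 20088 on the KLF12 arrays. The authors deposited the bead signals as linear intensities with a detection p-value for each probe, and state that they normalized between arrays by quantiles in LIMMA and then took log2. The same steps were repeated here from the deposited intensities, and limma compared KLF12 with control for the 19901 probes detected on at least 3 of the 6 arrays, with a call at a Benjamini-Hochberg adjusted p under 0.05. A single symbol was attached to 15164 of these probes, which covered 11323 genes. The choices that could change the numbers are the background correction, the normalization, the filter on dim probes and the variance model. Control replicate 1 stood apart from its group. Across probes, its mean correlation was 0.9937 with the other control arrays and 0.9946 with the KLF12 arrays. Both probes for KLF12 were at background on all 6 arrays, at signals of 114 ± 7.94 (SD, n = 3) in the control and 116 ± 3.58 with KLF12 for one, and 101 ± 16.65 and 124 ± 4.90 for the other. No fold is therefore given for KLF12, and since the position of these probes relative to the cDNA in the vector is not known here, they do not check the labels. In the paper's protein blots of these cells (Fig 1B and Fig 4A) the KLF12 band is stronger in the KLF12 cells.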

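EGR1, a transcription factor of the early growth response, was 1.46-fold higher in KLF12-overexpressing LS174T cells than in the control. Its normalized log2 signal was 10.72 ± 0.14 (SD, n = 3 arrays) with KLF12 and 10.17 ± 0.11 (SD, n = 3) in the control, and each KLF12 array lay above each control array. In all, 62 probes rose and 60 fell, which covered 47 and 48 genes named in the platform annotation and 18 probes that it does not name. DNASE2B, a DNase II-like endonuclease, was at least 14.8-fold higher, the largest rise, and the largest falls were at a probe that S1 Table names CSAG1, a cancer-testis gene, and in PFDN1, a subunit of the chaperone prefoldin, and BCL11A, a zinc finger repressor.
The change in EGR1 was a log2 fold change of 0.55 (standard error 0.10, adjusted p = 0.018 from limma), and an exact permutation test gave p = 0.1 (two-sided), the smallest that 3 arrays against 3 allow. DNASE2B (adjusted p = 1.0e-13 from limma) was measured by 1 of its 3 probes, which was at background on all 3 control arrays, whereas the second was detected on no array and the third on 1 KLF12 array. Where a probe was at background on every array of a group, its fold is a bound, taken against the higher of the lowest signal among detected probes and the probe's own, averaged over the arrays of that group after normalization. Such a bound allows for the background but not for the spread between arrays. The next largest rises were in ZC3H3, a zinc finger protein of mRNA export, with a log2 fold change of 1.05, GAL, the neuropeptide galanin, with 0.99, and LITAF with 0.87. LBR, the lamin B receptor, rose by 0.76 at 1 probe, with 0.21 and 0.22 at its other probes, which did not pass the test. TUBA1A, an alpha-tubulin, rose by 0.73 at 1 probe and had -0.10 at the other. NET1, an exchange factor for RhoA, rose by 0.73 at 1 probe and had -0.16 and 0.42 at the others, neither of which passed. TFF2 (0.75), EPHX4 (0.65) and CTAG2 (0.64) complete the 10 largest rises in log2 fold change among genes named in the platform annotation. The CSAG1 probe had a log2 fold change of -1.64 (adjusted p = 1.8e-08 from limma), while the CSAG1 probe of the annotation had 0.014 and did not pass, and probes that S1 Table names KAL1 and CSAG3B had -1.02 and -0.96. PFDN1 had a log2 fold change of -1.51 (standard error 0.10, adjusted p = 3.8e-07 from limma), and BCL11A had -1.47 and -1.01 at its 2 probes. TDO2, which opens the kynurenine pathway of tryptophan breakdown, fell at both of its probes, by 1.08 and 0.75 on the log2 scale. BEX5, at background on all KLF12 arrays, was at least 1.76-fold lower. HENMT1, a methyltransferase of small RNAs (-0.91), FSTL5 (-0.89), DHRS2 (-0.83, with -0.71 at its other probe, also called), the adhesion molecule NRCAM (-0.80, with -0.37 at its other probe, which did not pass), the Paneth cell defensin DEFA5 (-0.79) and TUBB3, a beta-tubulin (-0.71), had the other largest falls in log2 fold change among genes named in the annotation. Of the 122 probes called, 8 changed by more than 2-fold and 77 by less than 1.5-fold, and in all 122 the groups did not overlap. These sizes and their order hold for signals without background subtraction. With neqc the log2 fold change was -2.08 for BCL11A (first probe), -1.99 for FSTL5, 1.29 for LITAF and 1.10 for CTAG2. That of the brighter PFDN1 moved less, to -1.62. Groups did not overlap in 16.3% of all probes tested, against 10% by chance.
The call for EGR1 ended with neqc background correction (adjusted p = 0.192), with the methods' t-test (0.364) and without control replicate 2 (0.0846), control replicate 3 (0.0696) or KLF12 replicate 1 (0.063), 2 (0.0548) or 3 (0.14), over a range of 0.00299 to 0.364 in all alternatives. Calls also ended with neqc for GAL, LBR, TFF2, TUBA1A, NET1, EPHX4, CTAG2, DEFA5 and the first DHRS2 probe (adjusted p of 0.0545 to 0.304) and with the variance trend for LBR (0.0542). They ended for LBR and NET1 without any 1 array other than control replicate 1 (adjusted p of 0.0958 to 0.217 and of 0.0706 to 0.0944), for TUBA1A without control replicate 2 (0.058) or 3 (0.053) or KLF12 replicate 3 (0.0915), and for EPHX4 (0.0771) and CTAG2 (0.0647) without KLF12 replicate 2. Probes higher and lower numbered 9 and 25 with neqc, 30 and 94 with median scaling, 130 and 39 without normalization, 1 and 1 by the methods' t-test, 349 and 213 without control replicate 1 and at most 24 and 38 without any other array. DNASE2B, ZC3H3, LITAF, PFDN1, BCL11A, TDO2, BEX5, HENMT1, FSTL5, NRCAM, TUBB3 and the second DHRS2 probe kept their call in every limma alternative, as did the 3 probes named from S1 Table, but by the methods' t-test DNASE2B alone of the genes named in the annotation was called.

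**Figure D1:**
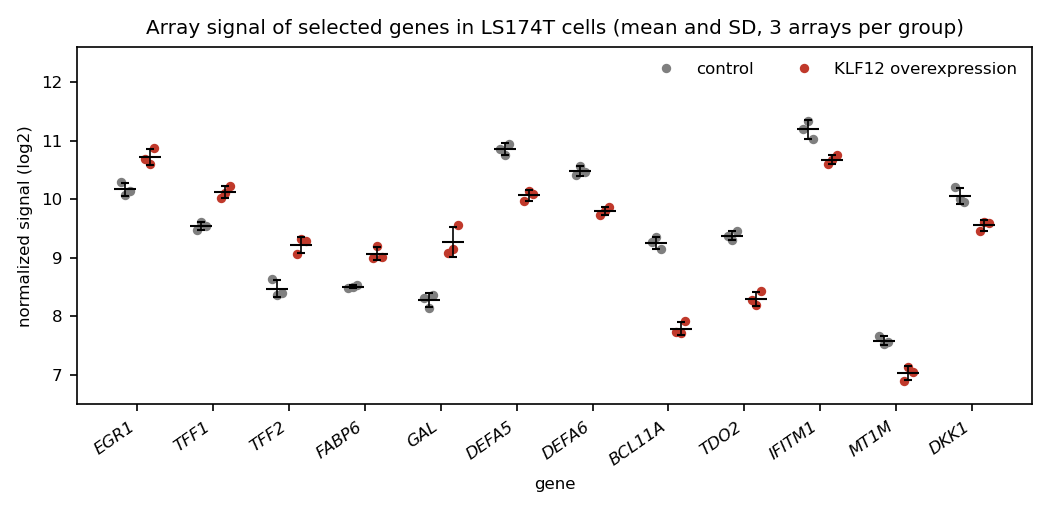
Normalized log2 signal (vertical axis) of 12 genes on the 3 control arrays (gray) and the 3 KLF12 overexpression arrays (red), with the mean as a horizontal line and the SD as bars. The genes were picked for display after their values were seen. EGR1, TFF1, TFF2, FABP6 and GAL lie higher with KLF12 and DEFA5, DEFA6, BCL11A, TDO2, IFITM1, MT1M and DKK1 lie lower, with no overlap between the groups.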

To identify the target genes of KLF12, we performed microarray assays and found that KLF12 overexpression resulted in alteration of multiple genes, including EGR1 (S1 Table). Microarray data has been uploaded to GEO (see http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=ezktkiygpdcbfqb&acc=GSE78051). 

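Genes of intestinal cell types and of signaling pathways were grouped in lists drawn up before the data were examined, though after S1 Table had been read. Of 20 measured goblet and secretory genes, the trefoil peptides TFF2 and TFF1 (log2 fold change 0.57) were higher, 2 in all and the same number when adjusted over the list alone, and the third trefoil peptide, TFF3, had 0.14 and did not pass the test. Among 5 Paneth cell genes, the defensins DEFA5 and DEFA6 (-0.69) were lower, and when adjusted over the list alone LYZ (0.40) and PLA2G2A (0.27) were higher as well. Of 16 enterocyte genes, FABP6, the ileal bile acid binding protein, was higher with a log2 fold change of 0.57 at 1 probe and 0.56 at the other, and adjusted over the list alone KRT20 (0.40) was higher too. Of 19 targets of Wnt signaling, DKK1, a secreted Wnt inhibitor, had a log2 fold change of -0.51 and FGF9 one of -0.47, and the second DKK1 probe (-0.30) did not pass the test. Adjusted over the list alone, 2 Wnt targets were lower and 1, DKK4, at background on all control arrays, was higher, with a bound of 1.21-fold that makes no allowance for the spread between arrays. Over all probes tested DKK4 did not pass (adjusted p = 0.129 from limma). Among 8 metallothioneins, which bind zinc and copper, all 8 had a log2 fold change below 0, and MT1M (-0.56) and MT4 (-0.54) were lower (3 when adjusted over the list alone, with MT1F at -0.32). The mean log2 signal of MT1M with KLF12, 7.03, lay at the level of the dimmest detected probes (7.05). The size of its fall is therefore uncertain, and with neqc its log2 fold change was -1.48.
As sets, camera with a preset correlation of 0.01 placed 3 of the 25 lists tested apart from the other genes, after adjustment over the lists. Metallothioneins were lower (adjusted p = 2.6e-05 from camera, and adjusted p = 0.506 with an estimated correlation), but this list was prompted by S1 Table, which comes from the same arrays, and is not independent evidence of its direction. Interferon-stimulated genes were lower (adjusted p = 0.0309, and adjusted p = 0.674 with an estimated correlation), with 1 of 25, IFITM1 (-0.52), past the test on its own (4 when adjusted over the list alone), and 20 of 25 had a log2 fold change below 0, against 11 of 25 without normalization. Chemokines and targets of NF-κB were higher (adjusted p = 0.0309, and adjusted p = 0.506 with an estimated correlation), with 0 of 11 called by limma, 0 by the methods' t-test and 3 higher at an unadjusted p under 0.05. The methods' t-test called 2 of all 19901 probes, so its 0 in a list carries little weight. Adjusted over the list alone, CCL20 (0.43) and CXCL8 (0.39) were higher. Immediate-early genes, which include EGR1, stood at the threshold, with adjusted p = 0.051 over all 25 lists and 0.049 when lists with 1 measured member were left out, a choice made after seeing the data, and adjusted p = 0.506 with an estimated correlation. Of 26 measured, EGR1 alone was called, with PHLDA1 (0.38) added over the list alone. The goblet and secretory, enterocyte, Paneth and Wnt lists did not pass (adjusted p = 0.0707, 0.152, 0.452 and 0.591 from camera).
The call for chemokines was lost without control replicate 3 (adjusted p = 0.195) or KLF12 replicate 2 (0.0784), with neqc (0.0673) and with no filter (0.123). That for interferon-stimulated genes was lost without control replicate 3 (0.195) or KLF12 replicate 1 (0.353) or 3 (0.0526), with neqc (0.0615), without normalization (0.0523) and with probes averaged (0.0526). By the methods' t-test none of TFF1, TFF2, DEFA5, DEFA6, FABP6, DKK1, FGF9, MT1M, MT4 and IFITM1 was called, and with neqc MT1M alone of these was (adjusted p of 0.0556 to 0.212 for the others). Calls ended for TFF1 without KLF12 replicate 2 (adjusted p = 0.0647) or 3 (0.0872), for FABP6 without KLF12 replicate 2 (0.0898), and for MT1M without KLF12 replicate 1 (0.0706) or 3 (0.0516). They ended for MT4 without control replicate 3 or any KLF12 array (0.068 to 0.143), for DKK1 and IFITM1 without control replicate 2 or any KLF12 array (0.0659 to 0.132 and 0.0872 to 0.151), and for FGF9 without any array but control replicate 1 (0.0819 to 0.247), without normalization (0.117) and with the variance trend (0.0531). From the genes altered on these arrays, the paper takes EGR1 forward as a candidate target of KLF12.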

KLF12 has been reported to bind to the CACCC motif of target genes to regulate their expression [35]. Therefore, we first examined which above candidates have CACCC motif in their promoter regions. Interestingly, the EGR1 promoter contains two putative KLF12 DNA-binding motifs (CACCC) located at -1488bp (motif 1) and -808bp (motif 2) relative to the transcription start site [8,35]. To test whether KLF12 binds to the EGR1 promoter, we performed ChIP assay. Indeed, KLF12 strongly binds to motif 2 of the EGR1 promoter, but not to motif 1 (Fig 2A). Moreover, a mutation in the motif 2 of EGR1 promoter resulted in reduction of EGR1 promoter activity in the EGR1 promoter assays (Fig 2B). Knockdown of KLF12 reduced transcriptional activity in WT EGR1 promoter, whereas silencing of KLF-12 did not affect transcriptional activity in the mutant EGR1 promoter with a mutation in the motif 2 (Fig 2B). In addition, LS174T cells with undetectable levels of KLF12 expressed the lowest level of EGR1 protein compared with CRC cells expressing high levels of KLF12 (Figs 1A and 2C). Furthermore, overexpression of KLF12 in LS174T cells up-regulated of EGR1 expression at both the mRNA and protein levels (Fig 2D), whereas knockdown of KLF12 in HCT116 cells resulted in reduction of EGR1 expression (Fig 2E). In our animal model, EGR1 protein expression was higher in tumors isolated from mice orthotopically implanted with LS174 cells overexpressing KLF12, as compared with mice implanted with the vector control cells (Fig 3A). In human CRC specimens, KLF12 and EGR1 staining showed a similar expression pattern (Fig 3B). Finally, KLF12 mRNA levels correlated with those of EGR1 in a cohort of 232 CRC patients (Fig 3C). Taken together, these results indicate that EGR1 is directly transactivated by KLF12 in CRC.

**Fig 2:**
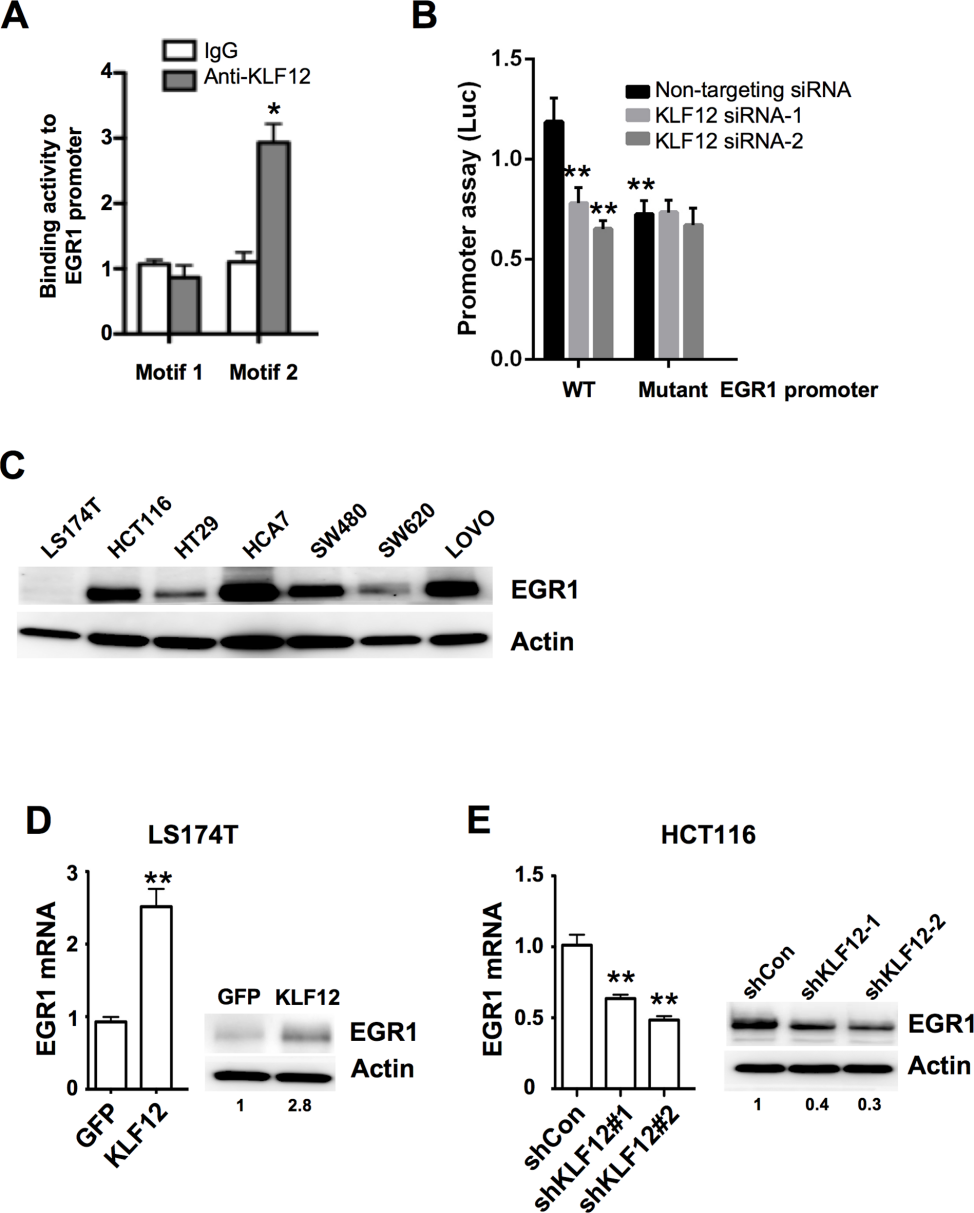
EGR1 is a direct target of KLF12 mediating cell viability. (A) Chromatin immunoprecipitation (ChIP) assay showed binding of KLF12 to motif 2 of the EGR1 promoter, but not to motif 1 in LS-174T cells. Immunoprecipitation with IgG antibody was used as a control. (B) Transient co-transfection of cells was performed with EGR1 promoter wild type (WT), or mutant luciferase reporter plasmids with renilla luciferase control plasmids and non-targeting or KLF12 siRNA. The luciferase activity was determined. (C) EGR1 protein levels in CRC cell lines. Actin served as a loading control. (D) EGR1 mRNA (left) and protein (right) levels in LS174T cells stably transfected with either GFP or KLF12. Actin served as a loading control. E. EGR1 mRNA (left) and protein (right) levels in HCT116 cells stably transfected with either a vector containing nonsilencing control shRNA (shCon) or one of two KLF12 shRNAs (shKLF12-1 and shKLF12-2). Actin served as a loading control.

**Fig 3:**
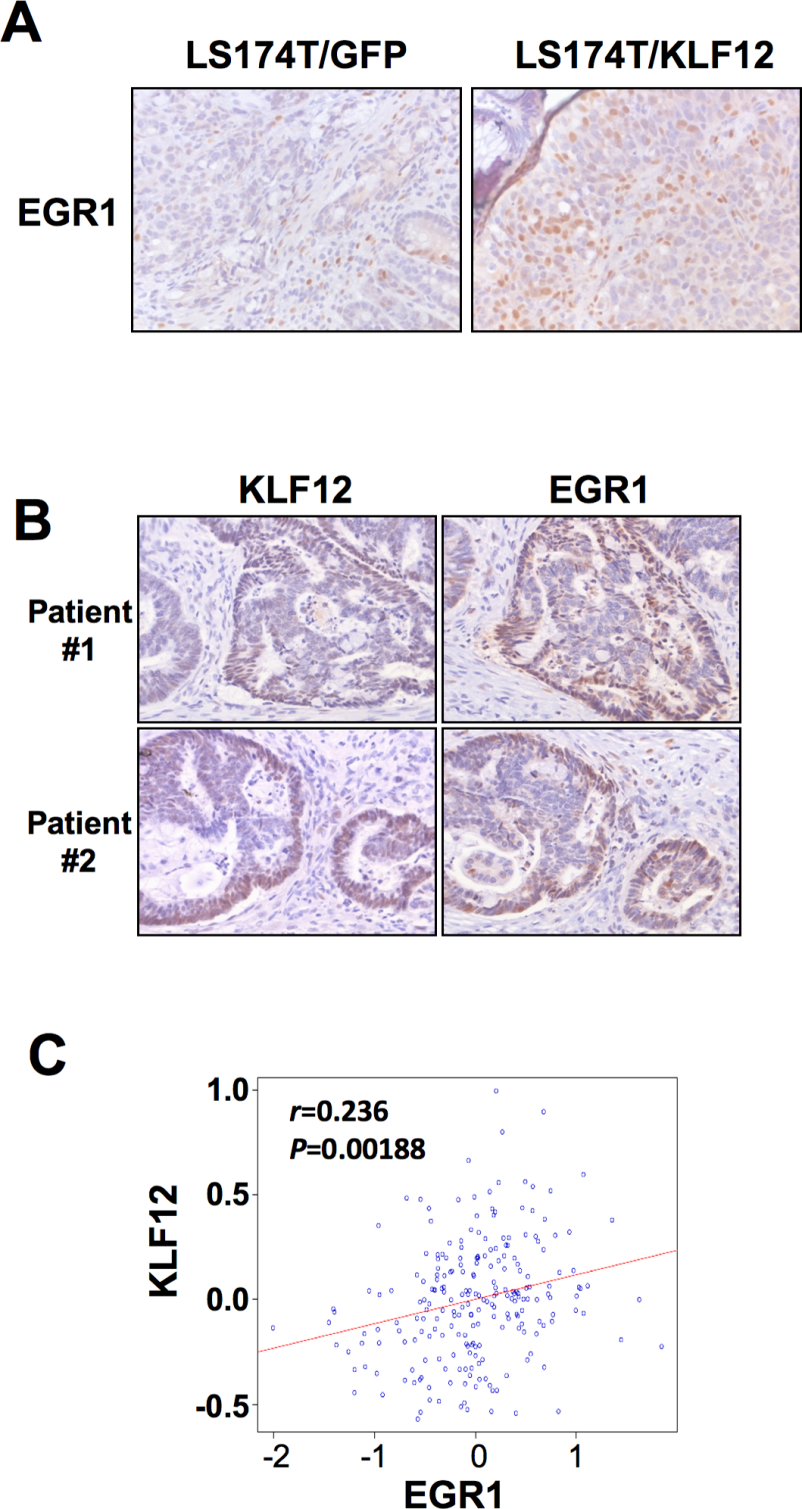
KLF12 and EGR1 is co-expressed *in vivo*. (A) Immunohistochemistry of EGR1 in nude mice injected with either LS174/GFP cells as control, or with LS174 cells stably transfected with KLF12 (LS174/KLF12). (B) Immunohistochemistry of KLF12 and EGR1 in matching sections taken from two CRC patients (Patient #1 and #2). Magnification x10. (C) Pearson correlation of KLF12 and EGR1 mRNA expression in a cohort of 232 CRC patients (Moffitt cohort, n = 177 and Vanderbilt Medical Center cohort, n = 55).

### KLF12 enhances tumor cell growth by activating EGR1

To test whether EGR1 mediates the effect of KLF12 on induction of tumor cell growth, EGR1 was knocked down in KLF12-overexpressing LS174T cells. Indeed, EGR1 knockdown attenuated the KLF12-induced growth of tumor cell populations (Fig 4A). In addition, EGR1 knockdown in KLF12-overexpressing LS174T cells does not affect KLF12 expression (Fig 4A), indicating that EGR1 does not regulate KLF12. Furthermore, overexpression of EGR1 in LS174T cells promoted cell growth *in vitro* (Fig 4B) and tumor growth in our animal model (Fig 4C). Collectively, these results indicate that KLF12 enhances cell growth through activation of EGR1.

**Fig 4:**
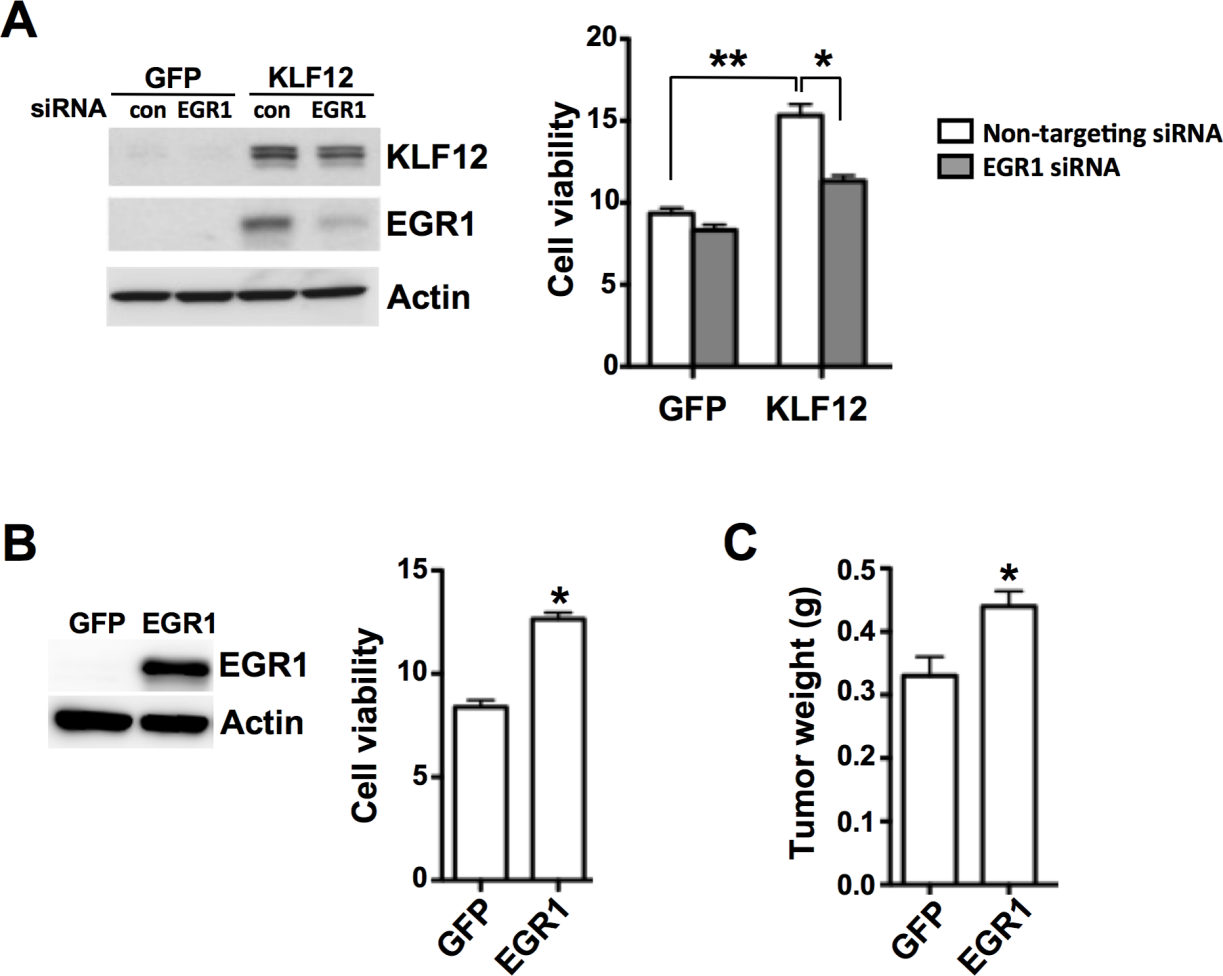
KLF12 enhances cell viability by activating EGR1. (A) Protein levels of KLF12 and EGR1 (left) and cell viability (right) of LS174T/GFP and LS174T/KLF12 cells transfected with either non-targeting siRNA as control (con) or EGR1 siRNA. Actin served as a loading control. (B) EGR1 protein levels (left) and cell viability (right) of LS174T cells transfected with either GFP (LS174T/GFP) or EGR1 (LS174T/EGR1). (C) Tumor weight in mice orthotopically injected with either LS174T/GFP or LS174T/EGR1 cells (n = 8 for each group).

### The levels of KLF12 and EGR1 correlate synergistically with a worse prognosis in CRC patients

To further validate the clinical relevance of KLF12 and EGR1 in CRC, we evaluated whether the levels of KLF12 and EGR1 are correlated with prognosis in CRC patients. We used publicly available microarray databases to retrieve gene expression data of CRC patients. Patients in the Moffitt cohort (n = 177) and Vanderbilt Medical Center (VMC) cohort (n = 55) were dichotomized according to expression levels of KLF12 and/or EGR1. Indeed, patients with high levels of either KLF12 or EGR1 had worse outcome compared to patients with low levels of these genes (Fig 5). Importantly, patients with high levels of both KLF12 and EGR1 had the poorest survival (Fig 5C).

**Fig 5:**
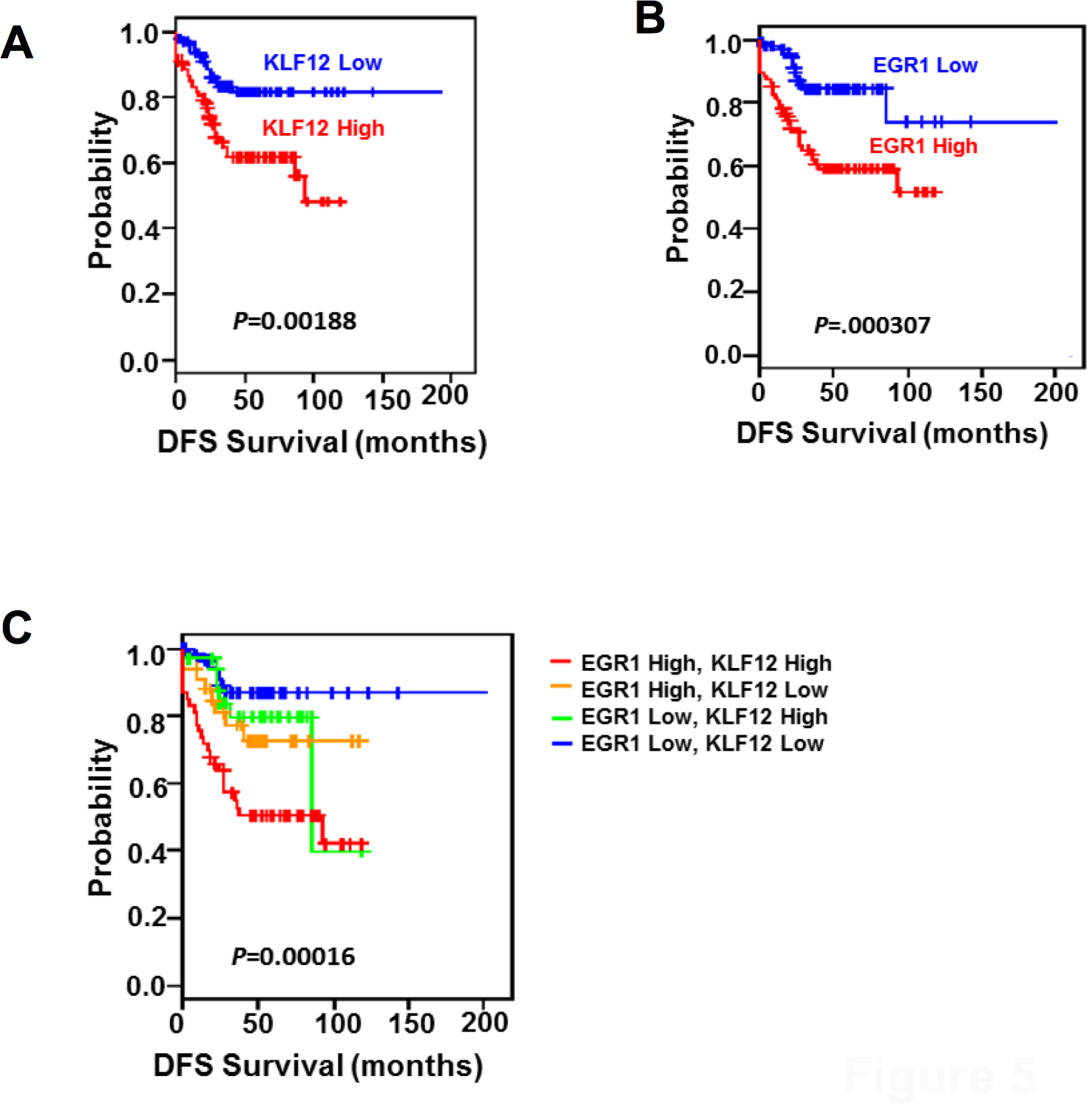
KLF12 and EGR1 expression levels are synergistically correlated with worse prognosis in CRC. Kaplan-Meier Disease free survival (DFS) curves of a cohort of 232 CRC patients (Moffitt cohort, n = 177; Vanderbilt Medical Center cohort, n = 55) with either high or low mRNA levels of KLF12 (A), EGR1 (B), or both (C). Vertical bars denote censored patients.

## Discussion

KLF12 was initially identified as a transcriptional repressor of the AP-2α gene and was suggested to mediate normal development of the kidney [35,36]. AP-2α expression is reduced in advanced CRC tumor tissues as compared to matched normal tissues [37] and loss of AP-2α promotes invasion of CRC through down-regulation of E-cadherin and up-regulation of matrix metalloproteinase 9 (MMP9) [38], indicating that KLF12 may be involved in CRC. Our results demonstrate that KLF12 promotes tumor growth in CRC. Further studies are needed to determine whether KLF12 enhances tumor cell proliferation and/or survival. In addition, our preliminary data showed that overexpression of KLF12 in LS174T cells promoted CRC cell migration and liver metastasis (data not shown). Further investigation of KLF12’s role in migration and invasion could provide better understanding of the contribution of KLF12 to CRC.

EGR1 is an early response transcription factor and its expression is very rapidly and strongly induced by growth factors, mitogens, cytokines, environmental and mechanical stresses, and DNA damage. EGR1 activates the transcription of its target genes that are involved in apoptosis, growth arrest, and stress responses [39,40]. EGR1 has been shown to provide a positive feedback loop with pro-inflammatory mediator prostaglandin E_2_ (PGE_2_) [41–48]. PGE_2_ has been demonstrated to play a major role in CRC progression [49]. In this study, we show that EGR1 is upregulated by KLF12 and mediates the effect of KLF12 on CRC cell growth, further demonstrating the role of EGR1 as an oncogene in CRC. However, there is no published data demonstrating the relationship between KLF12 and PGE_2_. Indeed, we examined whether PGE_2_ induced KLF12 expression and found that PGE_2_ did not affect the expression of KLF12 in colorectal carcinoma cells (data not shown). Moreover, we did not observe an effect of KLF12 knockdown on the COX-2 pathway (data not shown).

In summary, we provide first direct evidence that KLF12 enhances CRC cell growth, at least in part, through upregulating EGR1. Most importantly, the expression of both KLF12 and EGR1 is synergistically correlated with worse prognosis of CRC patients. Future studies are needed to not only delineate the role of KLF12 in CRC initiation, growth, and progression, but also evaluate whether KLF12 can serve as a novel prognostic marker and potential therapeutic target of CRC patients.

## Supporting Information

S1 Fig KLF12 regulates cell death in CRC cells. A. Cell viability was determined in HT-29 transfected with non-targeting or KLF12 siRNAs. B. HCT116 cells were transfected with non-targeting or KLF12 siRNAs and western blotting for BAX, BAK, and cleaved caspase 3 were conducted after 3 days.
(PDF)

S1 Table Overexpression of KLF12 alters multiple gene expression. Differences in gene expression between GFP (Control) and KLF12 overexpression (KLF12) were considered statistically significant if P < 0.001.

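S1 Table gives, for 177 probes higher and 156 lower with KLF12 (the paper's values), the mean signal in GFP control cells, the mean in KLF12 cells, their ratio as a fold and a p-value called parametric. The test behind that p-value is not named in the paper's text. Of these probes 331 were bright enough to be tested here, 218 had an unadjusted p under 0.001 from limma and 121 were called at an adjusted p under 0.05. ZZEF1, with a log2 fold change of -0.43 (standard error 0.093, adjusted p = 0.0466 from limma), was the single called probe with no line in the table. The table is in alphabetical order, and the paper's folds were set beside those measured here for the same probe identifiers. In the first 124 lines, which end with GAL and hold EGR1, the paper's log2 folds and those here had a Pearson correlation of 0.99991 across probes, and both mean levels lay within 0.2 (log2) of the levels here in all 124. In the 209 lines from GFM2 on, the correlation across probes was 0.0908, and both levels lay within 0.2 in 6. With the values of that part read 1 line further down, the correlation was 0.99985 and both levels lay within 0.2 in 208 of 208. Read the other way by 1 line, it was -0.0328. Probes are not independent replicates, and the table was made from these same arrays. The tolerance of 0.2 was chosen after the values were seen.

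**Figure D2:**
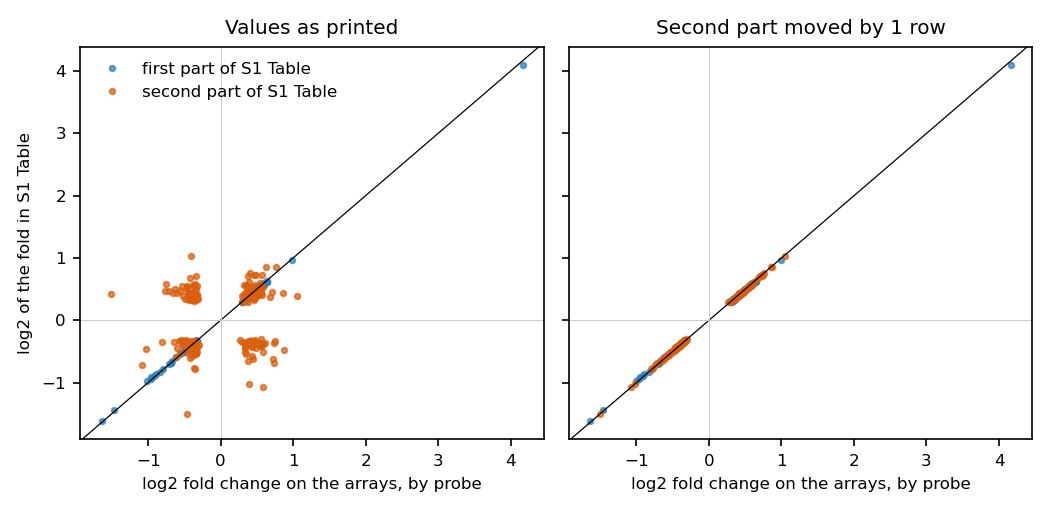
Log2 of the fold in S1 Table (vertical axis, the paper's values) against the log2 fold change measured here for the same probe (horizontal axis), as printed (left) and with the second part read 1 line further down (right). Each point is a probe, blue in the first 124 lines and orange in the 209 lines after them, and the line marks equal values.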

(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

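Gene expression was measured on Illumina bead chips in LS174T cells, with 3 arrays of cells carrying the control vector and 3 of cells overexpressing KLF12. Samples were grouped by their labels, which match the paper's description of the cells.

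The authors deposited the scanner's bead-averaged signals as linear intensities that were not normalized between arrays, and GenomeStudio is the tool their notes name (version not given in the sources used here). The lowest signal on an array was 78.4 to 94.3, so background had not been subtracted. The deposited detection p-value of each probe compares it with the negative control beads of its array. Median signals were 127, 115 and 124 in the control and 135, 128 and 131 with KLF12.

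The authors also deposited a table of processed values, and the paper states that these were normalized by quantiles in LIMMA and then log2-transformed. The median of each of its 6 columns is 6.92. Set against the scanner signals, its values are on the log2 scale, with no centring and no ratio, so neither scale, centring nor direction stays unknown. Its first 9088 probes match the scanner signals (correlation 0.99997 across probes), but the next 38143 identifiers carry the value of the probe 92 places further on (correlation 0.0812 as given and 0.99997 when moved back), and the last 92 hold linear signals. As given, the mean of 3 GAPDH probes is 6.74 there against 13.8 from the scanner signals. This table was therefore used only as an alternative, after moving its values back.

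Probes were named from the platform annotation, with symbols updated through Entrez identifiers to the RefSeq genes of GRCh38.p14. Of the probes, 30113 had 1 symbol, 8 had several and 17202 had none listed and are unnamed here, apart from probes for which the name in S1 Table is given as such. The identifier was found in RefSeq for 30074. No gene was named from a probe with several symbols. Not every gene the paper names is reported here.

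Here the intensities were normalized by quantiles and log2-transformed with limma 3.58.1 in R 4.3.3. Probes with a detection p under 0.05 on at least 3 of 6 arrays were tested, which left 19901. KLF12 was compared with control per probe by lmFit and eBayes with default settings, with no replicate block, and called at a Benjamini-Hochberg adjusted p under 0.05. Counts at an unadjusted p under 0.001, the threshold of S1 Table, were taken from the same fit. A probe at background on every array of 1 group was given only a bound, against the higher of the lowest normalized signal among detected probes (detection p under 0.05) and its own, averaged over that group's arrays. The bound makes no allowance for the spread between arrays. The number of arrays, 3 per group, limits the precision. On simulated arrays with the spread of these, the procedure, run on 19901 probes, called 52% of 100 probes changed by 0.5 (log2) and 96% of 100 changed by 1, with 13 calls among unchanged probes. The simulated noise was normal and independent between probes, with no structure shared by arrays, so these shares need not hold for the real arrays.

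The genes named are those the paper names, the 10 with the largest rise and the 10 with the largest fall among called probes whose groups do not overlap, and at most 4 called members of each gene list. This rule was written before the data were examined but after S1 Table was read. Other genes named (members past the test over a list alone, ZZEF1, GFM2, MMP15, TFF3, MSMO1, and the probes that S1 Table names CSAG1, KAL1 and CSAG3B) were chosen after their values were seen. The 26 gene lists hold 549 genes, and 3 lists (metallothioneins, imprinted genes and cancer-testis genes) were prompted by S1 Table. A gene was represented by its brightest tested probe. Lists were tested with camera at a preset correlation of 0.01, adjusted over the 25 with a measured member.

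The alternatives were neqc background correction with an offset of 16, median scaling, no normalization, the deposited processed values, no filter, a detection p under 0.01, the replicate number as a block, a variance trend with robust fitting, array weights, the methods' t-test (the paper's statistics section names Student's t test for the paper as a whole), and leaving out each array in turn. For lists they were an estimated correlation, fry and the mean of a gene's probes. Fitting on all probes before the filter, and leaving out lists with 1 measured member, and the bounds, were added after values were seen. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

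A planned search for CACCC motifs in promoters needs a genome sequence, which was not used here. No block by slide was fitted, since slides are not given in the sources used here.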

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

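The tests of both patterns were chosen after the results were seen.

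Genes that the paper's text does not discuss were singled out where a called probe was more than 2-fold higher with KLF12 than in the control, a limit set after the values were seen. Background was not subtracted for this limit, and with neqc LITAF (log2 fold change 1.29) also passed it and kept its call. DNASE2B was at least 14.8-fold higher, a bound since the control was at background, and ZC3H3 2.07-fold higher (log2 fold change 1.05, standard error 0.10, adjusted p = 3.4e-05 from limma), each on 3 of 3 KLF12 arrays against every control array.

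For DNASE2B, the signal at 1 of its 3 probes was 106 ± 6.39 (SD, n = 3) in the control, not detected on any array, and 2005 ± 103 (SD, n = 3) with KLF12. A rise of every transcript of the gene stays open, as the other 2 probes gave 1 detection of 6 on the KLF12 arrays and probes at background can be insensitive. The probe with that detection is annotated to the same transcript as the bright one. Its signal was 99.6 ± 6.82 (SD, n = 3) in the control and 121 ± 14.8 (SD, n = 3) with KLF12. Binding of RNA from the vector or the KLF12 cDNA to this probe was not tested, since probe sequences were not used here. A response of the endogenous gene to KLF12 stays open as a biological explanation, untested. A difference between the control and KLF12 cells that arose in infection or sorting cannot be told apart from it.

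Neither KLF12 probe was detected with KLF12 overexpressed (0 of 6 detections), with adjusted p = 0.907 and 0.579 from limma with no filter on dim probes. Arrays exchanged between the groups are argued against as the reason, since the control arrays did not detect these probes either (0 of 6 detections), which does not test the labels themselves. In median signal the KLF12 arrays were not dimmer, at 135, 128 and 131 against 127, 115 and 124 in the control. That covers the median signal alone. Fewer detections on the KLF12 arrays stay open, since the median number of detected probes was higher on them by 336 at a detection p under 0.05 but lower at 0.01 (16858 against 16901), and the groups overlap at both. Probes that lie outside the transcript of the vector cannot be told apart from a low level of KLF12 mRNA, since probe positions were not used here. The paper's protein blots of KLF12 (Fig 1B and Fig 4A) and its RT-qPCR of EGR1 (Fig 2D) run in the direction of the labels, which does not settle it.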

How the results depend on the processing

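The 122 probes called kept their direction in every alternative, but their number did not. Against 62 higher and 60 lower, neqc gave 9 and 25, median scaling 30 and 94, no normalization 130 and 39, array weights 145 and 99, the methods' t-test 1 and 1, and fitting on all probes before the filter, chosen after seeing the data, 174 and 156. The median log2 fold change of all tested probes was -0.046 with median scaling and 0.060 without normalization. Against 220 probes at an unadjusted p under 0.001, neqc gave 117, no filter 363, the methods' t-test 72 and fitting on all probes 361. Leaving out 1 array at a time gave 9 to 349 higher, 23 to 213 lower and 110 to 477 at p under 0.001, with each maximum without control replicate 1. Counts without control replicate 2 were 16 and 30, without control replicate 3 23 and 38, and without KLF12 replicates 1, 2 and 3 24 and 24, 9 and 23, and 13 and 24. These fits have fewer arrays, and otherwise the cause was not tested. Matrix values moved back, no filter, a detection p under 0.01 and the variance trend changed neither count of calls by over 1.5 times.

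EGR1 kept its direction throughout. It was not called with neqc (log2 fold change 0.59, adjusted p = 0.192) or by the methods' t-test (0.55, adjusted p = 0.364), and its log2 fold change ran from 0.47 to 0.61 without 1 array. Its adjusted p over all alternatives ran from 0.00299 to 0.364. The other 38 named probes with a value include those of TFAP2A, CDH1, BAX, BAK1, PTGS2 and ACTB, which had no call to lose. Of the rest, 19 lost their call with neqc, 31 with the methods' t-test and 2 without normalization. With the variance trend 2 lost it, and without 1 array at most 14. Among all probes tested, 20 were called in all 17 limma settings. DNASE2B was called under every alternative.

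Genes never called changed sign. CDH1 had a log2 fold change of -0.061 with median scaling and -0.031 with array weights, PTGS2 -0.0545 and ACTB 0.0093 with median scaling, and BAK1 0.087 and ACTB 0.12 without normalization. Without 1 array, the log2 fold change of CDH1 ran from -0.11 to 0.068, of BAX from -0.14 to 0.022, of BAK1 from -0.18 to 0.12, of PTGS2 from -0.013 to 0.10 and of TFAP2A from -0.34 to 0.067.

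Lists past the threshold numbered 3, against 1 with neqc, 5 with median scaling, 5 without normalization, 0 with an estimated correlation, 0 with fry in one direction, 4 with lists of 1 measured member left out (chosen after seeing the data) and 1 to 4 without 1 array (1 without control replicate 3). In either direction fry called 14. Metallothioneins stayed past the threshold in every camera test with the preset correlation.

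The arrays share only a replicate number. Deviations from the group means of arrays with the same number correlated at -0.25, -0.053 and 0.0093 across probes, and no array correlated best with its own number. With the replicate block 36 probes were higher and 33 lower, and 6 of the named probes called without it were not called.

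S1 Table's directions as printed were shared by 236 probes in the main setting and by 234 to 236 in the alternatives. KLF12 was detected on 0 arrays at a detection p under 0.05 or 0.01, which the other settings cannot change. With no filter its probes, at background, had adjusted p = 0.907 and 0.579 from limma. The settings that filter dim probes give it no value. The slide as a block and the motif search were not run. Signals near background limit KLF12, MMP9 and the dim probes of DNASE2B, for which no change could be read.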

Differences from the paper's values

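S1 Table lists 177 probes higher and 156 lower at p under 0.001 (the paper's values, from a test it does not name), and 118 tested probes were higher and 102 lower, 220 in all, at an unadjusted p under 0.001 from limma here. Of the alternatives set before the data were examined, median scaling (231), no normalization (223), no filter (363), array weights (305) and leaving out control replicate 1 (477) come within 1.5 times of the paper's total, and neqc (117), the processed values moved back (216), a detection p under 0.01 (199), the replicate block (175), the variance trend (215), the methods' t-test (72) and leaving out any other array (110 to 173) do not. By direction, median scaling gave 54 higher against the paper's 177, and no normalization gave 49 lower against 156, each more than 1.5 times apart. With no filter, 329 of the paper's probes are among those counted. Fitting on all probes before the filter, chosen after seeing the values, gave 361, with 327 of the paper's probes among them.

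The count of higher probes lies at 1.5 times. For the paper's 156 lower probes, against 102 here, the alternatives part otherwise. Median scaling (177), the processed values moved back (105), no filter (165), array weights (125) and leaving out control replicate 1 (175) come within 1.5 times, as does fitting on all probes (164), again chosen after seeing the values. The other alternatives do not.

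Of 33 named genes with a line in S1 Table, 15 have another log2 fold printed there, 9 with the opposite sign. The paper's log2 folds as printed on these lines are -0.48 for LITAF, -0.34 for TFF2, -0.69 for TUBA1A, -0.62 for NET1 and -0.38 for MEST, against 0.87, 0.75, 0.73, 0.73 and 0.58 here. They are 0.42 for PFDN1, 0.47 for TUBB3, 0.54 for H19 and 0.39 for IFITM1 in the paper, against -1.51, -0.71, -0.54 and -0.52 here. With the same sign, the paper gives 0.39 for ZC3H3, 0.73 for TFF1, -0.72 for TDO2, -0.35 for NRCAM, -1.50 for PEG10 and -0.34 for MT4, against 1.05, 0.57, -1.08, -0.80, -0.46 and -0.54 here. PEG10 was at background on all KLF12 arrays, so its fall is given as at least 1.31-fold. The -1.50 printed on its line lies near the -1.51 measured here for PFDN1 on the next line, so it is no support for that bound. Read 1 line further down, the table gives PEG10 -0.44. The place of PEG10 among the 15 rests on the -0.46, which such a background does not fix. No alternative set before the data were examined brings these within the replicate SD, apart from TFF1 with neqc (0.65) and MT4 without normalization (-0.49), without control replicate 1 (-0.45) or without KLF12 replicate 1 (-0.50). With the table's values from GFM2 on read 1 line further down, chosen after seeing the values, 0 of the 33 genes differ.

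For EGR1 mRNA in LS174T cells the paper's bars are about 2.7-fold apart in Fig 2D, read by eye, against 1.46-fold on the arrays. The figure is another assay. All alternatives differ from it, at 1.39-fold to 1.53-fold. The paper's fold for EGR1 in S1 Table does not differ from the one here, with log2 values of 0.55 in both.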

Other observations

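The tests of S1 Table were chosen after its values were seen, except for a move by 1 line, which was planned for the whole table, and the splits of the arrays, which were planned.

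Genes that the paper discusses in other cells or from other studies did not pass the test on these arrays. For BAX and BAK the paper measured protein after KLF12 knockdown in HCT116 cells, and its remark on COX-2 also concerns knockdown. The arrays measure mRNA with KLF12 overexpressed. TFAP2A, which encodes AP-2α, had a log2 fold change of -0.13 (standard error 0.15, adjusted p = 0.796 from limma) at its brightest probe and 0.023, 0.16 and 0.069 at 3 others. CDH1, which encodes E-cadherin, had 0.0067 (adjusted p = 0.986), and MMP9 was not detected on any array. PTGS2, which encodes COX-2, had 0.026 and 0.071 at its 2 probes (adjusted p = 0.953 and 0.847). BAX had -0.077 and 0.16 (adjusted p = 0.83 and 0.608), BAK1 -0.0079 (adjusted p = 0.988), and ACTB, the paper's loading control, -0.059, 0.22 and -0.14 (adjusted p = 0.864, 0.494 and 0.646). The signs of CDH1, PTGS2, ACTB and BAK1 turn with another scaling, and a p that misses the threshold does not show that levels were equal.

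Among 10 imprinted genes measured, MEST was higher (log2 fold change 0.58) and H19 (-0.54) and PEG10 (at least 1.31-fold, at background on all KLF12 arrays) were lower, the same 1 and 2 when adjusted over the list alone, with adjusted p = 0.591 from camera for the list. Among 11 cancer-testis genes, CTAG2 was higher and MAGEA12 was lower (-0.61 at 1 probe and at least 1.25-fold at the other, at background on all KLF12 arrays), the same when adjusted over the list alone, with adjusted p = 0.853 from camera. Both lists were prompted by S1 Table and are not independent evidence of a direction. Probes that S1 Table names CSAG1 (log2 fold change -1.64) and CSAG3B (-0.96, -0.45 and, not past the test, -0.42) have no symbol in the platform annotation and stand outside these counts, in which CSAG1 and CSAG3 had 0.014 and -0.27 and did not pass. MEST, H19, PEG10, CTAG2 and MAGEA12 lost the call with the methods' t-test, all but PEG10 with neqc (adjusted p of 0.0684 to 0.241), and PEG10 without normalization (0.256). Calls also ended for MEST and PEG10 without any 1 array other than control replicate 1 (adjusted p of 0.0718 to 0.102 and of 0.0718 to 0.134), for H19 without control replicate 3 or any KLF12 array (0.0625 to 0.196), for MAGEA12 without control replicate 3 (0.0696) or KLF12 replicate 1 (0.0908) or 2 (0.133), and for CTAG2 without KLF12 replicate 2 (0.0647). In 15 other lists (cell cycle, ribosomal proteins, CDK inhibitors, pro-apoptotic and anti-apoptotic genes, targets of EGR1, KLF and AP-2 families, COX-2 and prostaglandin genes, cholesterol synthesis, unfolded protein response, invasion, and markers of fibroblasts, leukocytes and 293T packaging cells), limma called 0 of 217 measured genes at the brightest probe of each and the methods' t-test 0 (of all probes tested it called only 2), with 10 higher and 12 lower at an unadjusted p under 0.05. Among their other probes limma called 1, for MSMO1 of cholesterol synthesis (log2 fold change 0.59, adjusted p = 0.0401), which had -0.045 at its brightest probe and 0.15 at its other probe. Adjusted over the list alone 3 were called, CASP8 (0.38) among pro-apoptotic genes, LYZ (0.40) among leukocyte markers, which Paneth cells also express, and MMP15 (-0.40) among invasion genes. These 15 lists had adjusted p from 0.516 to 0.867 from camera, and median, mean and test differed in sign for cell cycle, cholesterol, fibroblast and ribosomal genes. Of the markers of endothelial cells, 0 were measured.

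Across the 10 splits of the 6 arrays into 3 and 3, the real one called 122 probes and the highest of the others 1. It gave 220 probes at an unadjusted p under 0.001, and the highest of the others 128. It gave 3 lists, and the highest of the others 2. In each case 1 split, the real one, gave as large a result, and 10 splits are too few for a share under 0.05. The split with 128 set control replicate 1 and KLF12 replicates 2 and 3 against the rest, which points to a structure of the samples beside the groups.

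In S1 Table the folds from GFM2 on had a correlation of 0.0908 with those here, the largest under any of 5 normalizations, so another normalization is argued against. Moved identifiers in the deposited signals are argued against as well, since levels of different probes of one gene correlated at 0.5217 across gene pairs as deposited and at no more than 0.3172 with identifiers moved. A candidate explanation, the only one tested that the values did not argue against, is values printed 1 row away from their probe. After the move the correlation was 0.99985, and both levels lay within 0.2 (log2) in 208 of 208 lines. Directions were then opposite in 0 lines, against 97 as printed. Read from S1 Table alone, 8 of the 8 genes with several lines in that part then share one direction, against 4 as printed, and PEG10 carries the value (-1.50) measured for PFDN1 on the next line (-1.51). Read from the last row, the levels printed for the final probe are nearest to those of ZZEF1 (rank 1 of all probes), which follows in the alphabet and has no line of its own. No biological explanation was tested, since S1 Table was made from these same arrays.

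In the deposited processed table, values are moved by 92 places, so 92 probes in the scanner order where the move begins have no log2 value there. That number follows from the move and is not separate evidence on its cause. These 92 had 3 detections of 552 and a highest signal of 141.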
